A study of Mus musculus with 20 samples.

How the data were processed

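Histone modifications were profiled by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in hematopoietic stem cells (HSCs) of B6129SF1 mice. Per the labels' protocols, HSCs were sorted from embryonic day 14.5 fetal liver and from adult bone marrow as cells negative for lineage markers and CD135 and positive for Sca1 and cKit. Adult mice were 6 to 8 weeks old. Each ChIP used 50000 sorted cells, and libraries were made with a ThruPLEX DNA-Seq kit and sequenced single-end, per the labels' protocols. The labels describe 20 samples in 10 groups, namely H3K4me3, H3K27ac, H3K4me1, H3K27me3 and input at each stage, with 2 replicates per group.

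The files used were 8 deposited peak lists, 1 per mark and stage. Each list gives the chromosome, start, end, name and score of every peak. The deposited file titles describe the lists as combined, so each was taken as 1 peak call on pooled replicates, and no value carries a replicate error. Peak names carry the prefix MACS, per the deposited lists, which names the peak caller. The aligner, the version and settings of the caller, the control used and the read depth are not stated in the labels or lists. The score of a peak is the authors' own value from their peak caller and has no stated unit. In every deposited list it was at least 50, and in 6 lists it reached 3100 or more, where values pile up. Scores were used to rank or filter peaks within a list, and never compared between lists as a measure of change. Read counts, coverage tracks, single replicates and the 4 input samples were not analysed here, so the depth behind each list is unknown.

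No genome build is stated. The unplaced contigs carry names in the style of the NCBI37 (mm9) assembly, such as Un_random, and the coordinates matched the available gene table of GRCm38.p6 poorly. Of the fetal H3K4me3 peaks, 20.3% lay within 1 kb of an end of a gene in that table, against 11.4% after shifting the peaks along the chromosomes. The coordinates were therefore taken as mm9 by inference, and gene positions from GRCm38 were not used. Every planned result that needs gene positions was left out. These were the genomic distribution of peaks, promoter states, the change of H3K27ac by change of H3K27me3 at promoters, gene lists, and gene names for single peaks.

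Peaks on chromosomes 1 to 19, X and Y were used, and peaks on unplaced contigs were set aside. A peak was counted as overlapping another list when they shared at least 1 bp. Shares of peaks are given with 95% exact Clopper-Pearson intervals. These cover counting error over peaks only, not the variation between mice, libraries or peak calls, and neighbouring peaks are not independent. With 1 pooled list per mark and stage, no test between stages could be made and no p-value is given. The overlap expected by chance was the mean of 100 circular shifts of the peaks within each chromosome, with the range over shifts. Distal elements were merged H3K4me1 and H3K27ac peaks of both stages that overlapped no H3K4me3 peak of either stage. Bivalent peaks were H3K4me3 peaks that overlapped an H3K27me3 peak of the same stage. H3K4me3 regions were merged H3K4me3 peaks of both stages. The regional distribution was compared as the length covered by peaks in bins of 1 Mb.

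Peaks to be named were chosen before the data were examined as the widest peak of each list and the widest peak without a peak of the same mark in the other stage. Samples, comparisons and most alternatives were also fixed before the data were examined. The alternatives kept only the better-scoring peaks of each list down to its median score, took an equal number of top-ranked peaks from both stages, merged peaks within 1 kb, required 50% of a peak to be covered or 500 bp of overlap between bivalent marks, placed peaks at random, used covered length in place of peak number, or used bins of 250 kb. Merging peaks within 5 kb, and merging within 1 kb for bivalent peaks, were added after the data had been seen. Matched comparisons weighted peaks over 10 strata of score or width, each with at least 10 peaks per group, with 95% intervals from 200 bootstrap draws of peaks. Odds ratios have 95% intervals from the normal approximation on the log scale and cover counting error only.

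The overlap code was tested on simulated data. In each fetal list 200 of 200 planted overlaps were recovered, and the share expected under random placement differed from the calculated one by at most 2.99%. On 23797 fetal H3K27ac peaks with an outcome simulated from the score alone, the matched difference was -0.133 percentage points, and with a planted difference of -20 points it was -20.2 points. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.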

Results

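To compare the chromatin of fetal and adult HSCs, 4 histone modifications were examined at both stages. H3K4me3 is found mainly at active or poised promoters, H3K27ac at active promoters and enhancers, H3K4me1 at enhancers and around promoters, and H3K27me3 at regions repressed by Polycomb. Each mark was represented by 1 list of peaks per stage, taken as the authors' peak call on 2 pooled replicates because the lists are titled as combined. No replicate error can therefore be given, and a difference between stages cannot be separated from a difference between libraries or peak calls. Intervals in parentheses are 95% Clopper-Pearson intervals and cover counting error only. Coordinates are 1-based and were taken as mm9 by inference.

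The lists of H3K4me3 were similar in size at both stages, with 17104 fetal and 16693 adult peaks that covered 31.8 and 32.2 Mb. Their median widths were 1736 and 1810 bp. For H3K27ac there were 23797 fetal and 18205 adult peaks, which covered 50.4 and 33.4 Mb, with median widths of 1857 and 1634 bp. The H3K4me1 lists differed most in number, with 92784 fetal and 12517 adult peaks. They covered 57.3 and 2.81 Mb, with median widths of 429 and 193 bp. H3K27me3 peaks were fewer in the fetal list, at 14823 against 22964, but covered 38.3 Mb against 9.34 Mb, and their median widths were 1406 and 278 bp. The higher number of adult H3K27me3 peaks depended on how neighbouring peaks were counted. The log2 ratio of fetal to adult peak number was -0.63 for peaks as listed and 0.46 after peaks within 1 kb had been merged.

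**Figure D1:**
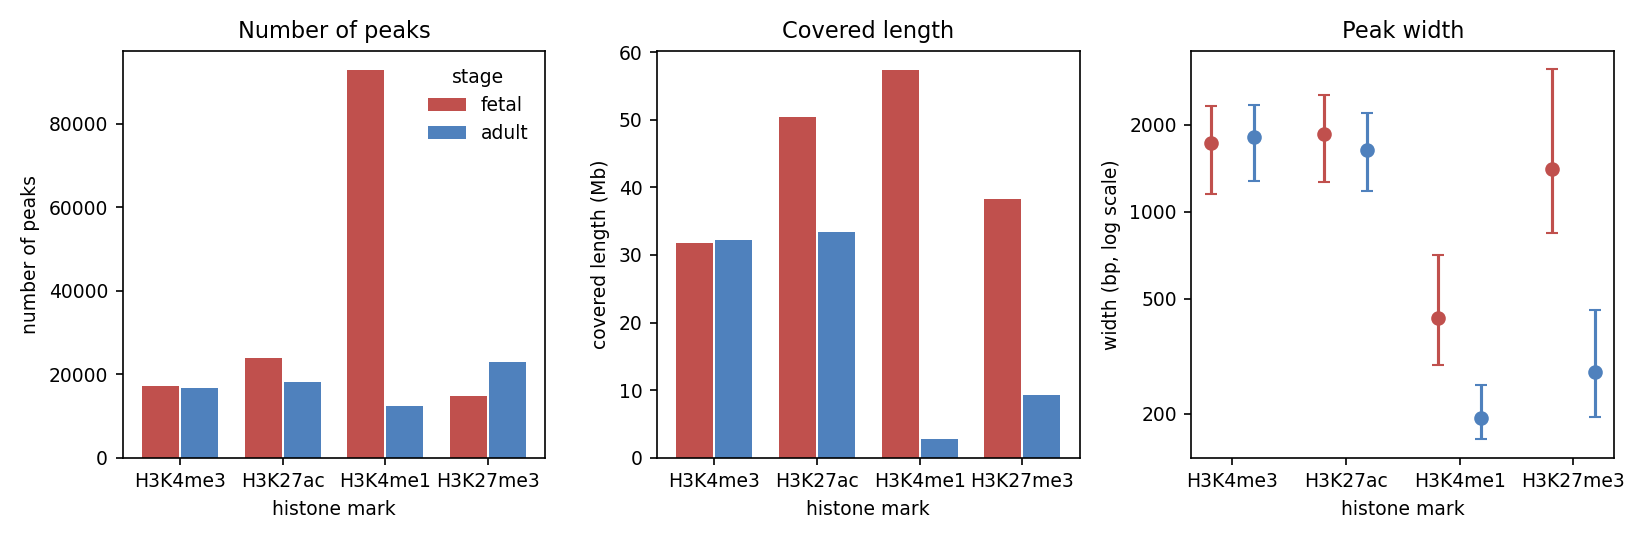
Number of peaks, covered length in Mb and peak width in bp on a log scale for each histone mark in fetal (red) and adult (blue) HSCs, 1 pooled list per bar or point, where points are medians and error bars span the interquartile range of peak widths. H3K4me3 and H3K27ac widths lie close together at both stages, whereas the adult H3K4me1 and H3K27me3 peaks have medians of 193 and 278 bp against 429 and 1406 bp in the fetal lists.

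The authors' peak scores also differed in range between lists. Scores of at least 3100, where values pile up, were given to 32.2% of fetal and 23.9% of adult H3K4me3 peaks. The highest score in the adult H3K4me1 list was 515.54, and no peak of the adult H3K27me3 list reached 3100.

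To ask how far the marked regions were shared, peaks of each list were overlapped with the other stage's list of the same mark. Of the fetal H3K4me3 peaks, 91.0% (90.5 to 91.4) overlapped an adult peak, and of the adult peaks 92.8% (92.4 to 93.2) overlapped a fetal one. The shares expected from shifted peaks were 2.64% (range 2.19 to 3.10) and 2.69% (2.24 to 3.22). The lists shared 81.5% of the length covered by either. For H3K27ac the overlap was asymmetric. An adult peak was found for 65.3% (64.7 to 65.9) of fetal peaks, and a fetal peak for 88.6% (88.1 to 89.1) of adult peaks, against 2.93% and 3.88% expected. The shared length was 52.9% of that covered by either list. Of the fetal H3K4me1 peaks 9.22% (9.03 to 9.41) had an adult peak, and 87.4% (86.8 to 88.0) of adult peaks had a fetal one, against 0.421% and 3.28% expected. For H3K27me3 these shares were 35.5% (34.7 to 36.2) and 92.4% (92.1 to 92.8), against 1.31% and 1.87% expected. All 8 observed shares lay above the highest value from 100 shifts. With equal numbers of top-ranked peaks from both stages, the gap between directions narrowed for H3K27ac, to 77.5% of fetal and 81.4% of adult peaks. For H3K4me1 the same alternative gave 37.5% of fetal and 56.7% of adult peaks. The share that moved most in points under any alternative was that of fetal H3K27me3, which was 4.17% when 50% of the peak had to be covered.

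**Figure D2:**
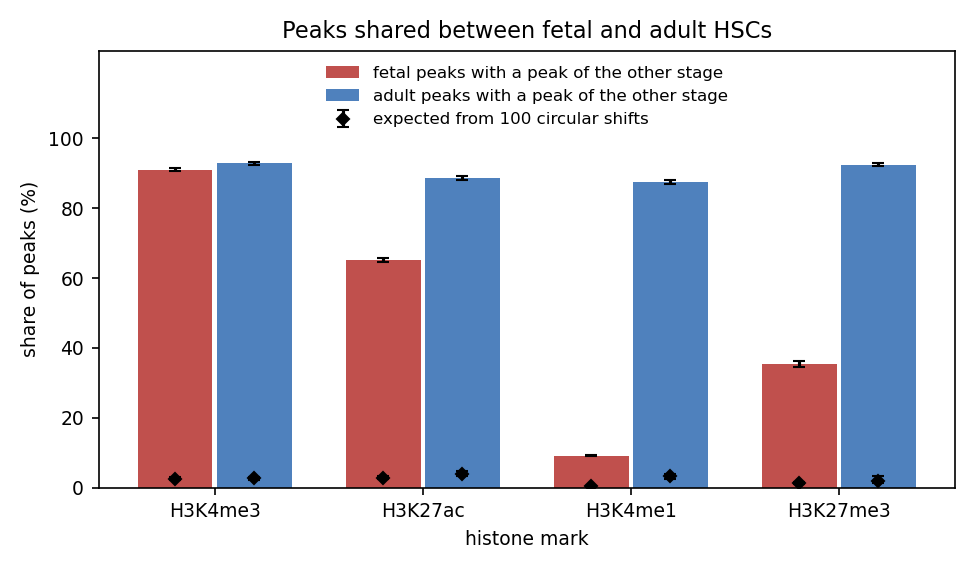
Share of peaks in percent that overlap a peak of the same mark in the other stage by at least 1 bp, for fetal (red) and adult (blue) lists, with 95% Clopper-Pearson intervals as error bars and black diamonds for the mean and range expected from 100 circular shifts. Adult shares lie between 87.4% and 92.8% for every mark, and fetal shares range from 9.22% for H3K4me1 to 91.0% for H3K4me3.

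Overlap rose with the score of the peak within its list. In the lowest score quartile 66.2% (64.7 to 67.6) of fetal H3K4me3 peaks had an adult peak, and in the second quartile 97.8% (97.4 to 98.3). For fetal H3K27ac the shares in the lowest and highest quartile were 26.3% (25.2 to 27.5) and 98.2% (97.8 to 98.5). For fetal H3K27me3 they were 4.62% (3.96 to 5.34) and 90.2% (89.2 to 91.1). Fetal H3K4me1 stayed low even in the highest quartile, at 26.3% (25.7 to 26.9). Among adult peaks the lowest-quartile shares were between 66.7% for H3K27ac and 81.5% for H3K27me3.

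**Figure D3:**
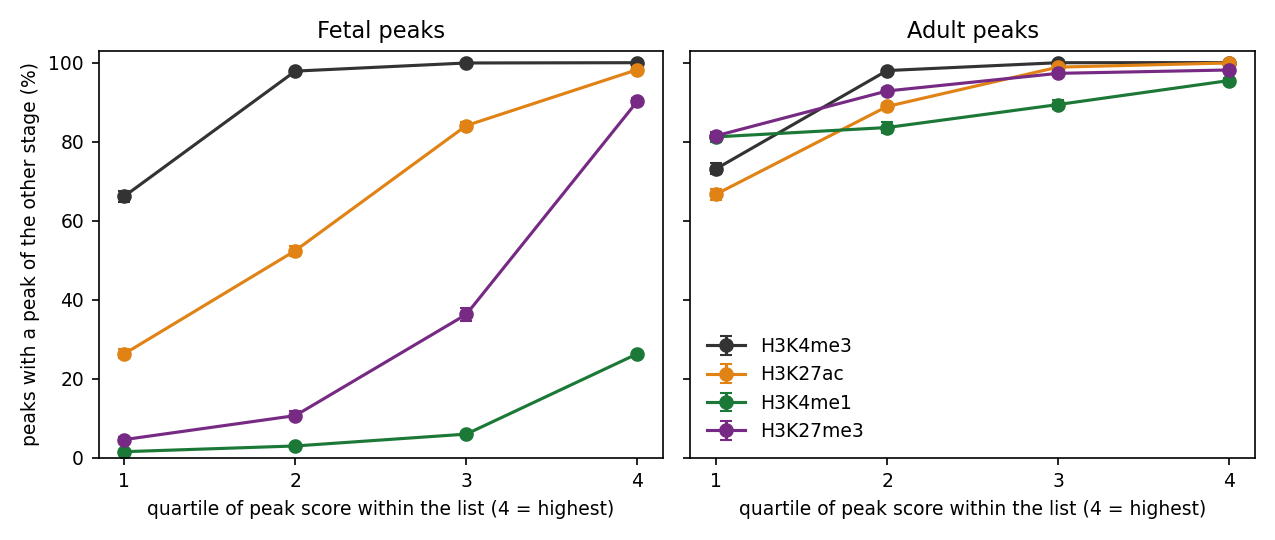
Share of peaks in percent that overlap a peak of the same mark in the other stage, by quartile of the authors' peak score within each list, with 95% Clopper-Pearson intervals, for fetal peaks (left) and adult peaks (right). Fetal H3K27me3 rises from 4.62% in the lowest to 90.2% in the highest quartile, and fetal H3K4me1 reaches 26.3%.

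The distribution of peaks along chromosomes was compared in 2586 bins of 1 Mb. Spearman's rho between the fetal and adult length covered by peaks per bin was 0.992 for H3K4me3, 0.969 for H3K27ac, 0.906 for H3K4me1 and 0.920 for H3K27me3. The corresponding Pearson's r was 0.994, 0.945, 0.895 and 0.856. These correlations are across bins within 1 pair of lists, and bins are not independent replicates.

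Combinations of marks were examined within each stage. H3K27ac overlapped 74.2% (73.5 to 74.8) of fetal and 75.7% (75.02 to 76.33) of adult H3K4me3 peaks. Conversely, 53.2% (52.6 to 53.8) of fetal and 70.5% (69.8 to 71.2) of adult H3K27ac peaks overlapped H3K4me3. H3K4me1 was found at 88.1% (87.7 to 88.5) of fetal H3K27ac peaks but at 20.7% (20.1 to 21.3) of adult ones. With equal numbers of top-ranked peaks the fetal share was 35.2%, and the adult share stayed at 20.7%. H3K27ac overlapped 41.4% (41.0 to 41.7) of fetal and 45.2% (44.4 to 46.1) of adult H3K4me1 peaks, and the order of the stages was the opposite with equal numbers of peaks, at 62.9% and 45.2%. H3K4me3 overlapped 26.3% (25.58 to 27.0001) of fetal and 18.6% (18.1 to 19.1) of adult H3K27me3 peaks, and with 50% of the peak covered the order was the opposite, at 7.33% and 14.4%. H3K27ac and H3K27me3 overlapped at 5.03% (4.76 to 5.32) of fetal and 3.55% (3.28 to 3.83) of adult H3K27ac peaks, against 2.54% and 1.09% from shifts.

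**Figure D4:**
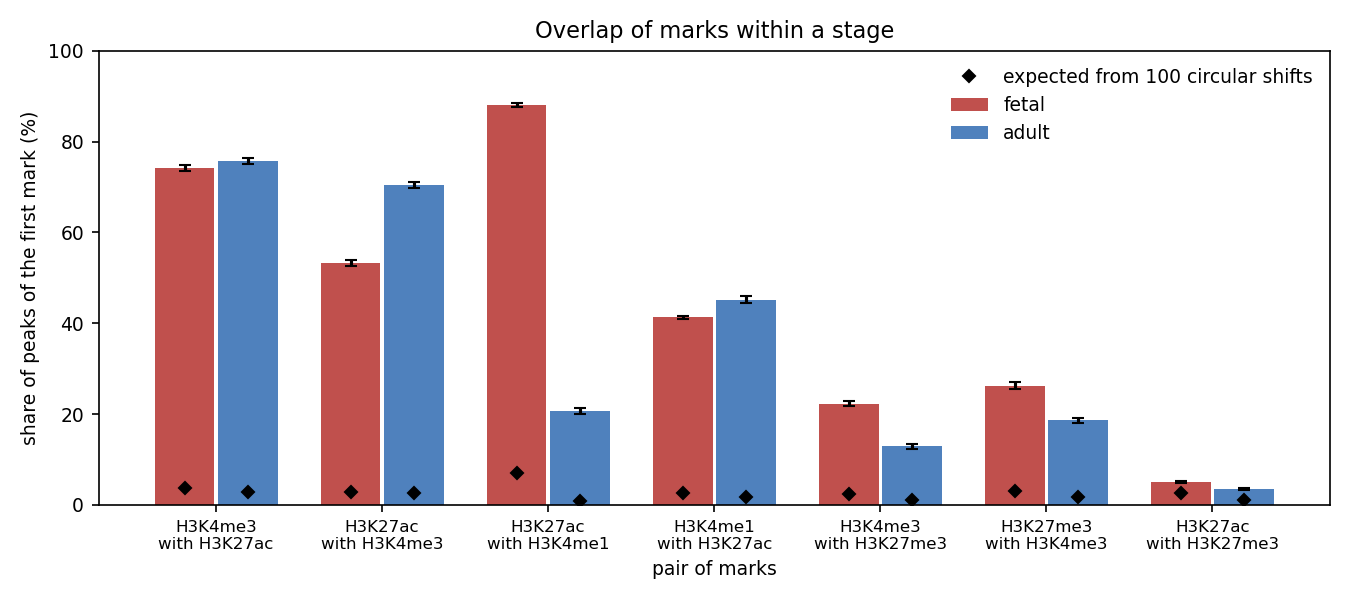
Share of peaks of the first mark in percent that overlap a peak of the second mark in the same stage by at least 1 bp, for fetal (red) and adult (blue) lists, with 95% Clopper-Pearson intervals as error bars and black diamonds for the mean expected from 100 circular shifts. The stages lie close together for H3K4me3 with H3K27ac, at 74.2% and 75.7%, and far apart for H3K27ac with H3K4me1, at 88.1% and 20.7%.

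Distal elements, which carried H3K4me1 or H3K27ac at either stage and no H3K4me3, numbered 57329. The largest class, 43067 elements or 75.1%, had H3K4me1 alone in the fetal lists and neither mark in the adult lists. H3K27ac was called at 11149 distal elements in at least 1 stage. Of these, 3369 had it in both stages, 6849 in the fetal list only and 931 in the adult list only. The shares were 30.2% (29.4 to 31.1), 61.4% (60.5 to 62.3) and 8.35% (7.84 to 8.88). With equal numbers of top-ranked peaks, the fetal-only share was 44.2% and the share in both stages 37.4%. H3K4me1 was present at 89.3% (88.7 to 89.9) of distal elements with fetal H3K27ac and at 46.4% (44.9 to 47.9) of those with adult H3K27ac.

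Bivalent peaks, at which H3K4me3 and H3K27me3 overlap, made up 22.3% (21.7 to 23.0) of fetal H3K4me3 peaks, or 3819, and 12.9% (12.4 to 13.4) of adult ones, or 2152. Of the fetal bivalent peaks 1961, or 51.3% (49.7 to 52.9), overlapped both marks in the adult lists. Another 1312 overlapped H3K4me3 alone, 408 H3K27me3 alone and 138 neither. Of the adult bivalent peaks 1958, or 91.0% (89.7 to 92.2), overlapped both marks in the fetal lists, 50 overlapped H3K4me3 alone and 144 H3K27me3 alone. None of the 2152 overlapped neither mark, with an upper interval bound of 0.171%. When only the better-scoring peaks of each list down to its median score were kept, 4.83% of fetal and 1.45% of adult H3K4me3 peaks were bivalent.

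The H3K4me3 lists merged into 18146 regions, of which 15397 had a peak at both stages, 1543 in the fetal list only and 1206 in the adult list only. At the regions of both stages, H3K27ac was present at 78.2% (77.6 to 78.9) in the fetal and 79.1% (78.5 to 79.8) in the adult list. Both shares are over the same regions, so the overlap of these intervals does not show that the stages are equal. H3K27ac was in the adult list only at 514 regions with fetal H3K27me3 and 359 without. It was in the fetal list only at 177 and 553. H3K4me1 was present at 86.5% (85.9 to 87.0) and 10.9% (10.4 to 11.4). H3K27me3 was present at 21.1% (20.5 to 21.8) and 13.2% (12.6 to 13.7).

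The X chromosome held 3.12% (2.87 to 3.39) of fetal and 3.20% (2.94 to 3.48) of adult H3K4me3 peaks, and 1.79% (1.63 to 1.97) and 2.02% (1.82 to 2.24) of H3K27ac peaks, so that the stages' intervals overlapped for both marks. The X share of H3K27me3 peaks was 1.65% (1.45 to 1.86) in the fetal and 0.579% (0.485 to 0.686) in the adult list. For H3K4me1 it was 0.480% (0.436 to 0.526) and 0.120% (0.0671 to 0.198). On Y, both stages had 3 H3K4me3 and 3 H3K27ac peaks, and no H3K4me1 or H3K27me3 peak was listed.

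The widest H3K4me3 peak was in the same place at both stages, on chromosome 6 from 52169455 to 52185402 (15948 bp) in the fetal and from 52169660 to 52185495 (15836 bp) in the adult list. The widest fetal H3K27ac peak, on chromosome 15 from 101071122 to 101098900, was 27779 bp wide and overlapped 6 adult peaks that covered 14086 bp of it. The widest adult H3K27ac peak, on chromosome 16 from 95666064 to 95681706, was 15643 bp wide and was covered over its whole length by a fetal peak. For H3K4me1 the widest fetal peak was on chromosome 18 from 35993451 to 36009398 (15948 bp), where 10 adult peaks covered 3595 bp. The widest adult H3K4me1 peak was on chromosome 1 from 90154769 to 90157195 (2427 bp). The widest fetal H3K27me3 peak spanned 69880 bp on chromosome 2 from 74484186 to 74554065, and 73 adult peaks covered 54656 bp of it. The widest adult H3K27me3 peak was on chromosome 6 from 83659137 to 83664787 (5651 bp) and lay within a fetal peak.

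Among peaks without a peak of the same mark at the other stage, the widest fetal H3K4me3 peak was on chromosome 12 from 114662442 to 114669024 (6583 bp). Fetal H3K27ac peaks covered 5363 bp of it, and no adult H3K27ac peak overlapped it. The widest adult-only H3K4me3 peak was on chromosome 17 from 84522267 to 84525953 (3687 bp) and had H3K27ac at both stages. For H3K27ac the widest fetal-only peak was on chromosome 13 from 112767780 to 112775905 (8126 bp), without H3K4me3 at either stage. The widest adult-only H3K27ac peak was on chromosome 4 from 101180232 to 101185315 (5084 bp). Fetal H3K27me3 covered 1582 bp of it and adult H3K27me3 none. For H3K4me1 these peaks were on chromosome 19 from 32326271 to 32332561 (6291 bp) in the fetal list and on chromosome 11 from 3031833 to 3033206 (1374 bp) in the adult list. The widest fetal-only H3K27me3 peak was on chromosome 8 from 11472700 to 11483314 (10615 bp). The widest adult-only H3K27me3 peak was on chromosome 6 from 49162999 to 49166093. All 3095 bp of it were covered by fetal H3K4me3 and by fetal H3K27ac, against 1623 bp by adult H3K4me3 and 892 bp by adult H3K27ac.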

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

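No test of this part was chosen after its result was seen. Peaks on unplaced contigs were outside every comparison and exceeded the 3 counts that a count of 0 allows. There were 21 such peaks in the fetal and 24 in the adult H3K4me3 list, 23 and 16 for H3K27ac, 37 and 6 for H3K4me1, and 20 and 21 for H3K27me3. They made up 0.0399% to 0.144% of the 8 lists. One technical candidate explanation was collapsed or repeated sequence in the assembly, for which the same contigs were predicted to carry peaks at both stages and in several marks. All 7 contigs with peaks did so. Ordinary sequence that has not been placed would give the same picture, so that collapsed and ordinary sequence cannot be told apart without read counts or the inputs, which were not analysed here. Stage as a biological explanation was not tested.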

How the results depend on the processing

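Merging peaks within 5 kb, and merging within 1 kb for bivalent peaks, were chosen after the data had been seen; the other alternatives were planned. No paired analysis was possible because each list pools the replicates and no result comes from a test across samples. For the same reason no replicate could be left out in turn. Alternatives that need gene positions were not run, namely those for genomic distribution, promoter states, H3K27ac change by H3K27me3 change and gene lists, and distal elements by distance to a gene start. A share was taken as moved when it left its 95% interval, and a ratio when it changed by more than 1.5-fold. Unless said otherwise, the cause of a change was not tested. Values are given as fetal and then adult shares.

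The sign changed in 3 cases, none of them a tested difference. With only the better-scoring peaks, the log2 fetal to adult ratio of covered length for H3K4me3 was 0.0268 in place of -0.0183. The log2 ratio of H3K27me3 peak number rose from -0.63 to 0.46 with peaks merged within 1 kb and to 0.60 within 5 kb, since merging joins neighbouring adult pieces. Merging within 5 kb also gave log2 ratios of covered length of 1.37 for H3K27me3 and 3.75 for H3K4me1, and of peak number of 2.11 for H3K4me1, in the same direction.

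With the better-scoring peaks, stage overlap was 93.3% and 95.6% for H3K4me3, 69.0% and 91.0% for H3K27ac, and 44.8% and 96.6% for H3K27me3. H3K27ac was at 83.8% and 87.0% of H3K4me3 peaks, H3K27me3 at 4.83% and 1.45% of H3K4me3 peaks (the bivalent share), H3K4me1 at 77.9% and 11.6% of H3K27ac peaks, and H3K27ac at 33.9% and 27.03% of H3K4me1 peaks. Both marks were found at the other stage for 22.0% of fetal and 78.5% of adult bivalent peaks. Distal H3K27ac was in both stages at 27.8% and fetal only at 68.0%, and adult H3K4me1 was at 41.4% of distal elements with adult H3K27ac. The X share of H3K27me3 peaks was 1.42% and 0.209%.

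With equal numbers of top-ranked peaks, stage overlap was 92.3% and 92.0% for H3K4me3, 77.5% and 81.4% for H3K27ac, 37.5% and 56.7% for H3K4me1, and 27.1% and 97.1% for H3K27me3. Of fetal H3K4me3 peaks 68.2% had H3K27ac, and of adult ones 11.3% had H3K27me3 and so were bivalent. Of fetal H3K27ac peaks 35.2% had H3K4me1, and of fetal H3K4me1 peaks 62.9% had H3K27ac. Both marks were kept by 45.9% of fetal bivalent peaks. Distal H3K27ac was in both stages at 37.4% and fetal only at 44.2%, and H3K4me1 was at 54.1% of distal elements with fetal H3K27ac. Spearman's rho across bins was 0.894 for H3K4me1 and 0.897 for H3K27me3.

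With all peaks and covered length in place of peak number, the X share of H3K27me3 was 1.28% and 0.298%. With all peaks in bins of 250 kb, Spearman's rho was 0.977 for H3K4me3, 0.930 for H3K27ac, 0.765 for H3K4me1 and 0.844 for H3K27me3.

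With 50% of the peak covered, stage overlap was 92.1% for adult H3K4me3, 59.2% and 87.1% for H3K27ac, 0.671% and 84.2% for H3K4me1, and 4.17% and 91.8% for H3K27me3. H3K27ac was at 72.4% and 73.7% of H3K4me3 peaks, H3K27me3 at 18.3% and 6.00% of H3K4me3 peaks, H3K4me1 at 46.0% and 0.368% of H3K27ac peaks, and H3K27ac at 35.1% and 42.3% of H3K4me1 peaks. These fall by construction where the second list has narrow peaks. With 500 bp of overlap 20.7% of fetal and 7.99% of adult H3K4me3 peaks were bivalent, and 33.4% of the fetal ones kept both marks.

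With peaks merged within 1 kb, stage overlap was 91.5% for fetal H3K4me3, 67.3% for fetal H3K27ac, 13.6% and 86.8% for H3K4me1, and 44.0% and 83.3% for H3K27me3. H3K27ac was at 44.1% and 42.3% of H3K4me1 peaks. Within 5 kb, stage overlap was 92.3% and 93.6% for H3K4me3, 70.6% and 90.4% for H3K27ac, 18.2% and 88.8% for H3K4me1, and 50.6% and 84.5% for H3K27me3.

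The order of the stages stayed the same under each alternative run for the overlap of H3K27ac, H3K4me1 and H3K27me3, for the bivalent share and for H3K4me1 at H3K27ac peaks. As ratios over the share expected from shifts, however, the bivalent shares were 9.06 and 11.4, the opposite order. For H3K4me1 at H3K27ac peaks these ratios were 12.4 and 22.5, also the opposite order. For the overlap of H3K27ac, H3K4me1 and H3K27me3 such ratios kept the order. The order of the shares changed for the overlap of H3K4me3 with equal numbers of peaks, for H3K27ac at H3K4me1 peaks under 3 of 4 alternatives, and for H3K4me3 at H3K27me3 peaks with 50% of the peak covered. It also changed for X shares with the better-scoring peaks, which were 1.63% and 1.57% for H3K4me3 and 1.87% and 1.67% for H3K27ac. For H3K4me3 at H3K27ac and H3K27me3 peaks, H3K27me3 at H3K27ac and H3K4me1 peaks, and the X shares of H3K4me3, H3K27ac and H3K4me1, 37 shares under an alternative lay beyond the interval of the main share and 7 within it. Random placement left the 8 ratios over chance within the range of the shifts. The unknown read depth limits every difference between stages.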

Other observations

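The tests chosen only after the result was seen were those of H3K27ac at H3K4me3 regions of both stages, of H3K27ac at regions without H3K27me3, of H3K4me1 at H3K4me3 regions of both stages, of fetal-only and adult-only H3K27ac peaks by score, and of opposite change among regions without fetal H3K27ac, together with the odds ratios, the matching on width or on equal numbers of peaks, the ranges over autosomes, the score levels given for X and the regions that switch marks. Stage is a biological explanation that the design names for every difference below except that of X against autosomes, and it remains open and untested throughout. No read depth, input or single replicate was analysed here.

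The adult H3K27me3 list had more and narrower peaks than the fetal list. If 1 fetal region had been called as several adult pieces, adult peaks would lie within fetal ones and repeatedly so. A fetal peak with any adult peak held 4.04 adult peaks on average, with a median of 2 and a maximum of 79, and 67.0% of these fetal peaks held more than 1. In addition, 92.4% of adult peaks overlapped a fetal peak. Both are consistent with fragmentation, with a mean raised by fetal peaks that held many pieces. For the fetal peaks without an adult one, lower detection of weak peaks may be the source. Recovery was 85.6 percentage points higher in the highest than in the lowest fetal score quartile. The same held at fetal bivalent peaks, where the share that kept H3K27me3 was 19.5% in the lowest and 93.7% in the highest quartile of fetal H3K27me3 score, a difference of 74.2 points. The lower number of adult bivalent peaks may therefore reflect detection. A true loss that is greater at weakly marked regions would give the same gradient.

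The adult H3K4me1 list was much shorter than the fetal one. Loss of enhancer-type elements alone is argued against by distal elements with H3K27ac at both stages, where H3K4me1 was present at 96.7% in the fetal and 51.4% in the adult list. A deficit across the adult list may explain the missing peaks at such elements, since H3K4me3 regions of both stages also showed a fall of 75.6 points. As the whole cause such a deficit predicted a like fall at elements with H3K27ac in the fetal list only, and there the fall was 24.3 points larger. Weaker fetal H3K4me1 at those elements, taken as the highest score in each element, was argued against as the whole reason. Matching on that score left a difference of -19.9 points (-22.0 to -17.9). The width of the elements and the number of H3K4me1 peaks in them were not matched. What sets the remainder was not identified, and a list-wide loss of the mark itself would look like a detection deficit.

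Fetal H3K27ac peaks away from H3K4me3 of either stage had an adult peak in 33.5% of 10745 cases, against 91.4% of 13052 peaks at H3K4me3 of either stage. The difference was -57.9 points. Lower scores of distal peaks do not account for all of it, since after matching on score the difference was still -44.1 points (-45.6 to -42.6). It was -52.0 points after matching on width. It was -48.7 points unmatched and -42.1 points matched on score when equal numbers of top-ranked peaks were taken. A deficit across the adult H3K27ac list as large as that at distal peaks was argued against by H3K4me3 regions of both stages. There the fetal minus adult share with H3K27ac was -0.929 points. This value is a net of unlike regions. Without fetal H3K27me3, 553 regions had H3K27ac in the fetal list only and 359 in the adult list only. With fetal H3K27me3 these numbers were 177 and 514. A smaller deficit is therefore not excluded. In the opposite direction, and with the same split by H3K4me3 of either stage, 80.2% of adult distal peaks and 91.8% of adult peaks at H3K4me3 had a fetal peak, a difference of -11.6 points. It was 5.17 points matched on score and -3.81 points matched on width. Among equal numbers of peaks it was -15.5 points unmatched and 9.87 points (8.06 to 11.9) matched on score. A candidate explanation is a set of distal regions acetylated in fetal HSCs only. Lower enrichment of the adult ChIP that spares strong promoters, and other cells in either sort, were not tested and stay open.

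Weak peaks near the calling threshold may account for most stage-specific H3K4me3 peaks, of which 93.4% were in the lowest score quartile of their list. For H3K27ac this was 57.0% over both lists. Of the fetal-only H3K27ac peaks 53.0% were in the lowest and another 34.2% in the second quartile, so most were below the median score. Weak peaks as their whole cause are argued against by the score-matched difference of -44.1 points between distal peaks and those at H3K4me3. Of the adult-only H3K27ac peaks 73.0% were in the lowest and 24.3% in the second quartile, and no such deficit of distal peaks was left after matching on score, so that weak peaks cannot be told apart from other causes there. Stage-specific H3K4me3 peaks above the median score of their list were rare, with 5 in the fetal and 1 in the adult list, and are named here after their values were seen. The fetal ones were on chromosome 11 from 95864405 to 95869745, on chromosome 12 from 114662442 to 114669024, and on chromosome 13 from 23389811 to 23392309, from 23492574 to 23494833 and from 56277007 to 56280670. The adult one was on chromosome 17 from 84522267 to 84525953. At the peak on chromosome 11, which was 5341 bp wide, fetal H3K27ac covered 4498 bp and adult H3K27ac none, and H3K27me3 covered 931 bp in the fetal and 4948 bp in the adult list. Its gene content was not analysed here.

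Regions that had H3K4me3 without H3K27me3 in the fetal lists and H3K27me3 without H3K4me3 in the adult lists numbered 11, and 97 showed the opposite. Ranked by covered length within 5 kb, the first of the 11 was on chromosome 6 from 49169485 to 49170628, close to the widest adult-only H3K27me3 peak. It had H3K27ac in the fetal list and none in the adult list. The first of the 97 was on chromosome 4 from 97441529 to 97442675, without H3K27ac at either stage.

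At H3K4me3 regions of both stages with fetal H3K27me3, H3K27ac was called in the adult list only at 514 and in the fetal list only at 177 of 3249 regions, a ratio of 2.90. At regions without fetal H3K27me3 the ratio was 0.649. Equal ratios, that is, an odds ratio of 1, were taken as the sign of a difference between the whole H3K27ac lists that acts alike on all regions. The ratio also depends, however, on how many regions lacked fetal H3K27ac and so could gain it. At regions with H3K27me3 in the fetal list only, 620 lacked fetal H3K27ac and 654 had it. With H3K27me3 at both stages these numbers were 1477 and 498. They were 16 and 37 with H3K27me3 in the adult list only, and 1241 and 10854 with it at neither. The odds ratio was 4.47 (3.603 to 5.554) with peaks as listed and 4.71 (3.78 to 5.87) with peaks merged within 1 kb. With equal numbers of peaks, where the ratios were 10.7 and 2.85, it was 3.75 (2.84 to 4.95). Among the better-scoring peaks, where they were 2.71 and 1.57, it was 1.73 (1.03 to 2.91). Because the regions differ so much in fetal H3K27ac, these odds ratios cannot decide for or against a difference between the whole lists. The ratio at regions without fetal H3K27me3 lay below 1 in only 2 of these 4 settings. Weak adult peaks are a candidate explanation that stays open. Before the test, an excess that disappears among the better-scoring peaks was named as the sign of it, and the ratio there was 2.71, which goes against it. However, that setting leaves 57 against 21 regions and shifts the other regions toward adult as well, and 65.6% of the 514 regions had adult H3K27ac scores below the list's first quartile, with 15 above its median. Weak peaks thus cannot be told apart from other causes.

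An opposite change of H3K27me3 and H3K27ac was examined at H3K4me3 regions of both stages that had no fetal H3K27ac. This restriction was set after the shares over all H3K4me3 regions of both stages had been seen. Over all of them, H3K27ac was in the adult list only at 17.3% (15.3 to 19.5) with H3K27me3 in the fetal list only. With H3K27me3 at both stages it was 14.8% (13.3 to 16.5), and these intervals overlapped. With H3K27me3 in the adult list only it was 1.89% (0.0478 to 10.1), and at neither 2.96% (2.67 to 3.28). Among regions without fetal H3K27ac, adult H3K27ac was present at 35.6% (31.9 to 39.6) of 620 regions with H3K27me3 in the fetal list only. It was present at 1 of 16 regions with H3K27me3 in the adult list only, or 6.25% (0.158 to 30.2), a difference of 29.4 points. It was present at 19.8% (17.8 to 22.0) of 1477 regions with H3K27me3 at both stages and at 28.8% (26.3 to 31.5) of 1241 regions with H3K27me3 at neither. Among regions with fetal H3K27ac, it was missing from the adult list at 9.94% (7.75 to 12.5) of those with H3K27me3 in the fetal list only and at 22.5% (18.9 to 26.4) of those with H3K27me3 at both stages. It was missing at 8 of 37 regions with H3K27me3 in the adult list only, or 21.6% (9.83 to 38.2), and at 5.02% (4.62 to 5.45) of those with H3K27me3 at neither. The shares without fetal H3K27ac are consistent with an opposite change. So are those with fetal H3K27ac when regions of the same fetal H3K27me3 state are compared. Loss of H3K27ac was less frequent where fetal H3K27me3 was missing from the adult list than where it was kept, and more frequent where H3K27me3 was in the adult list only than where it was in neither. The last comparison rests on few regions, and neither was matched on score. Weaker fetal H3K27me3 at the regions that lack it in the adult list was argued against as the whole reason by matching on fetal H3K27me3 score, which left a difference of 13.6 points (7.26 to 19.6). Matched in the same way it was 16.4 points (9.55 to 21.7) with equal numbers of peaks and 13.2 points (7.14 to 19.7) with peaks merged within 1 kb, and the better-scoring peaks were too few to match. Mixtures of cells and the weak adult H3K27ac peaks described above were not excluded here.

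H3K4me1 and H3K27me3 were sparse on X, and H3K27ac was less frequent there too. Fetal H3K4me3 peaks overlapped fetal H3K4me1 in 11.05% (8.52 to 14.02) of 534 cases on X and in 87.3% (86.8 to 87.8) of 16567 cases on autosomes, where single chromosomes ranged from 82.1% to 92.5%. In the adult lists 1 of 534 X peaks did, against 7.33% to 14.5% on single autosomes. H3K27me3 was found at 13.5% of fetal H3K4me3 peaks on X, against 19.4% to 27.9% on single autosomes, and at 2.81% of adult ones, against 10.4% to 17.2%. H3K27ac was found at 63.7% of fetal H3K4me3 peaks on X, against 70.2% to 79.5% on single autosomes, and at 63.1% of adult ones, against 70.3% to 80.5%. Lower detection on a chromosome with fewer copies was examined for H3K4me1, and not for H3K27me3, by matching on H3K4me3 score. The difference stayed at -73.5 points (-76.1 to -70.9), against -2.21 points (-5.89 to 1.69) for fetal H3K27ac. In the adult lists the matched differences were -10.1 points (-10.8 to -9.40) for H3K4me1 and -6.66 points (-9.22 to -3.88) for H3K27ac, an interval that excludes 0. A near-equal share had been named beforehand as the sign of this explanation, so the result goes against it. Matching on H3K4me3 does not equalise the H3K4me1 signal that a lower copy number would reduce, however, and the explanation therefore cannot be told apart from others. As a description, 71.5% of autosomal H3K4me3 peaks had an H3K4me1 peak with a score at least 2 times the list minimum, and a share of 11.05% was reached on autosomes at a score of 579.9. A control with another dosage of X, which could lower calls of weakly enriched marks most, was not tested, and no biological explanation was tested.

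The X share of H3K27me3 peaks was 1.07 points higher in the fetal than in the adult list. A larger share of female cells might raise H3K27me3 on X more than other marks. In points H3K27me3 differed most of the 4 marks. As a ratio of fetal to adult X shares, H3K4me1 differed more when all peaks were counted, at 4.00 against 2.84. H3K27me3 differed more under both alternatives, at 6.78 against 2.66 with the better-scoring peaks and 4.31 against 2.54 by covered length. H3K4me1 differed in the same direction in each setting, and a possible lower detection of both marks in the adult lists was not removed. The sex of the cells cannot be told apart from such lower detection.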
